A study of Mus musculus with 38 samples. Its data were reported in "Targeting HDAC6 to treat heart failure with preserved ejection fraction in mice" (2024).

How the data were processed

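RNA was measured in left ventricle homogenates of 38 mice in 4 groups, 1 library per mouse. The groups were healthy controls (non_failing, n = 8), mice with heart failure with preserved ejection fraction (HFpEF) given vehicle (HFpEF+Veh, n = 8), HFpEF mice given the HDAC6 inhibitor TYA-018 (HFpEF+TYA-018, n = 11) and HFpEF mice given the SGLT2 inhibitor empagliflozin (HFpEF+SGLT2i, n = 11). The HFpEF model combined a high-fat diet with L-NAME, which blocks nitric oxide synthesis. Group and mouse number came from the sample titles, and libraries are named by them here (HFpEF+Veh V2523). Mouse numbers differ in every group, so no samples were paired. Polyadenylated RNA was captured and sequenced on an Illumina instrument with a stranded kit.

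The authors trimmed adapters with fastp, quantified transcripts of the GRCm38 assembly with salmon with corrections for sequence, GC and position bias, and summed them to genes with tximport. The deposited expected counts are the estimated number of reads per gene, with fractions where reads were shared between genes. The deposited TPM values (transcripts per 1000000 transcripts) were scaled by the authors over the transcripts quantified in a library. A deposited table of effective lengths gives the mean transcript length per gene and library, in bases, that links these units. Unmapped columns numbered 0. Reads shared between close paralogs are divided by a statistical model in this approach, so values of multigene families such as the Mup genes are uncertain. The sample labels and the methods of the study differ on read length, read pairing, read number and sex. The title of the deposited data also gives another length of treatment than the paper. None of these entered a test.

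The tables list 29564 genes, of which 7693 had no count in any library. Symbols were matched to an annotation of the same assembly: 27812 were found in GENCODE release M21, 864 as an older symbol in RefSeq and 888 in neither. A set of 19 symbols had been turned into 5-digit date serials, as spreadsheet software does, and these genes were left without a name. Coordinates are 1-based positions on GRCm38.

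Expected counts were rounded to whole numbers. Genes were kept with filterByExpr, which left 13765, and library sizes were scaled with TMM factors. Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 model with the 4 groups and no covariates, for 6 comparisons. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The F test is two-sided. The study ranked genes on log2(TPM + 1). That was run as an alternative with limma 3.58.1, since counts carry the depth of each gene. It kept genes with a count in at least 90% of libraries, left out mitochondrially encoded genes and rescaled TPM as the study did, but was not limited to protein-coding genes. Fold changes come from TMM-scaled counts, so they can differ from the ratio of the TPM means printed beside them. A standard error (SE) is the log2 fold change divided by the root of F. The numbers of libraries in a direction count the libraries of the first group that lie on that side of the mean of the second.

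The genes named in the report follow a rule. They are the drug targets Hdac6 and Slc5a2, the genes of lists the study displayed or discussed, which are summarised by list, and in each of the first 4 comparisons up to 3 higher and up to 3 lower called genes with the smallest p and an average log2 CPM of at least 1. The study's lists were a fibrosis list and a mitochondrial list it displayed, fibrosis genes and electron transport genes named in its text, the markers Nppb and Col3a1, and stress genes of a cardiomyocyte subcluster. The displayed genes and those of its text were chosen with the results of these libraries in hand, so counts over these lists alone are not independent evidence. The sets for gene set enrichment, 13 in number, were written by hand after the pathways the study discusses, with mitochondrial and cytosolic ribosomal proteins as comparison sets. Its own set database was not used here. The study named those pathways with results of these libraries in hand, so sets that pass are not independent evidence for them. Lists of marker genes covered cardiomyocytes, fibroblasts, endothelial cells, macrophages, pericytes with smooth muscle, white and brown adipocytes, atrial cells, erythrocytes, skeletal muscle, B cells, clock genes, ketone and PPARA targets, immediate early genes and sex-linked genes. The groups, tests, lists, named-gene rule and most alternatives were fixed before the data were examined. A hepatocyte list and a fast skeletal muscle list were written afterwards. Within a list of the study the called genes and a few others are named. The values of 2 genes that would have been named are not reported here, although they count in the totals.

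Gene sets were tested by pre-ranked enrichment with fgsea 1.28.0 on the signed root of F, at a false discovery rate of 0.25 as in the study. Since that test treats genes as independent, each set was also scored per library as the plain mean of the log2 CPM values of its genes (prior count 2), so abundant and scarce genes weigh alike and variable genes weigh more. The scores were compared by permuting mice. Such tests of a single value were two-sided. They were exact permutation tests wherever a group of 8 was involved, where 100000 resamples had been planned for the HFpEF score, and used 100000 resamples otherwise.

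Comparisons that share the vehicle libraries share their chance values. Correlations of fold changes are therefore given beside 100 simulations of unchanged groups, and beside the mean over disjoint parts of the vehicle group. The HFpEF score places each heart on the axis from non_failing (0) to HFpEF+Veh (1). The axis was learned from the 500 genes with the largest moderated statistic in 4 randomly drawn mice of each of these groups, over 100 draws, and each mouse was scored only where it had been left out.

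The statistics were tested on simulated counts for 13765 genes, 200 of them changed by known amounts, at least 2-fold in the simulated HFpEF+Veh group. The quasi-likelihood test recovered 89.5% of the changed genes with 8 false calls, DESeq2 91.0% with 15, and limma on log2(TPM + 1) 87.5% with 7. In the data only 118 of 433 called genes in HFpEF+Veh against non_failing changed at least 2-fold. Against HFpEF+Veh these were 101 of 266 with TYA-018 and 90 of 117 with empagliflozin. Recovery of smaller changes was not simulated, nor was an outlier library. A planted gene set reached a normalised enrichment score (NES) of 3.47, and 2 other sets also passed 0.25, so this threshold lets chance sets through. A group restored halfway scored 0.466 on the HFpEF axis, and a group drawn like non_failing scored 0.0293.

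Total counts ran from 21.5 to 59.3 M per library (M stands for 1000000), which makes 1 count worth 0.0169 to 0.0466 CPM (counts per 1000000 counts). A count of 0 allows up to 3 counts, or 0.0506 to 0.140 CPM. Reads carry no molecular identifiers, so these limits cover counting error only. Alternatives changed the normalisation (size factors of DESeq2 1.42.0, library size alone, an offset from the effective lengths), the tool, the gene filter, the libraries in the model, and a hidden covariate (sva 3.50.0). Each library was left out in turn. For gene sets, camera, fry and a correction for gene length were tried. The closing section gives the effect of these choices.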

Results

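Left ventricular transcriptomes were measured by RNA-seq in 38 mice, with 8 non_failing, 8 HFpEF+Veh, 11 HFpEF+TYA-018 and 11 HFpEF+SGLT2i hearts. TYA-018 is a small molecule that inhibits the deacetylase HDAC6. Empagliflozin inhibits the glucose transporter SGLT2 of the kidney and served as the reference drug. Libraries held 33.0 ± 9.19 M counts (SD, n = 38; M stands for 1000000), and the group means were 32.4 ± 6.78 in non_failing (n = 8), 32.6 ± 10.5 in HFpEF+Veh (n = 8), 31.7 ± 5.93 in HFpEF+TYA-018 (n = 11) and 35.0 ± 12.7 M in HFpEF+SGLT2i (n = 11). Depth did not separate the groups. The lowest of 6 two-sided p-values was 0.449, for a difference of -3.30 M counts between HFpEF+TYA-018 and HFpEF+SGLT2i (permutation test, adjusted p 0.945). None of the 166 pairs of libraries from one group agreed within counting noise, as 1 library deposited under a pair of names would, with a chi-square per degree of freedom of at least 16.6 and a median of 72.0. The 10 most abundant genes took 42.3 ± 2.64% of the counts (SD, n = 38). The first principal component of log2 CPM carried 15.7% of the variance and the second 9.41%. The labels name no batch. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were expressed in all 38 libraries, from 17.8 to 37.3 CPM for Ddx3y, 5.27 to 12.2 for Uty, 7.02 to 13.7 for Kdm5d and 30.6 to 52.3 for Eif2s3y, while the labels describe the mice as female.

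Mitochondrially encoded transcripts took 32.6 ± 2.30% of the counts in non_failing (SD, n = 8), 31.7 ± 3.01% in HFpEF+Veh (SD, n = 8), 33.3 ± 2.70% in HFpEF+TYA-018 (SD, n = 11) and 33.1 ± 3.69% in HFpEF+SGLT2i hearts (SD, n = 11). None of the 6 differences exceeded the spread between mice. The lowest two-sided p was 0.233, for a share 1.61 percentage points higher in HFpEF+TYA-018 than in HFpEF+Veh (exact permutation test, adjusted p 0.812). The share of TPM in place of counts moved that difference most, from 1.61 to 0.761 percentage points, and turned the difference between the drugs from 0.203 to -0.451. The latter also changed sign in 6 of the 22 values that each left out 1 library of these groups, reaching -0.205 without V2559. The difference between HFpEF+SGLT2i and non_failing, 0.527 percentage points, fell to -0.0636 without V2571 and to -0.111 without V2572.

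A single vehicle library carried a high level of liver transcripts, which bears on every comparison with HFpEF+Veh. Albumin (Alb) reached 1141 CPM in HFpEF+Veh V2523, against at most 21.7 CPM in the other vehicle hearts. Median Alb was 37.5 CPM in non_failing (14.1 to 237), 2.03 in HFpEF+Veh, 0.375 in HFpEF+TYA-018 (0.101 to 1.86) and 0.769 in HFpEF+SGLT2i (0 to 6.59). All 26 genes of the hepatocyte list were higher in V2523 than in each of the other 7 vehicle libraries. A set of 164 genes was at least 4-fold higher in V2523 than in any other vehicle library, and 85 of them were called lower under each drug, 76 under both. The number of called genes in each comparison with vehicle, and the permutation of set scores, are therefore also given without V2523.

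**Figure D1:**
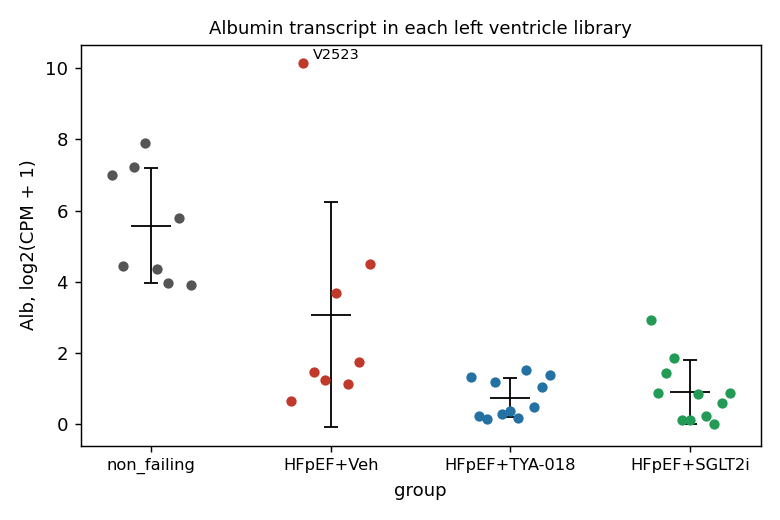
Albumin expression, log2(CPM + 1), in each of the 38 libraries by group, with bars for the mean and SD of the group. V2523 stands at 1141 CPM above the other vehicle libraries, and the non_failing libraries lie above every treated library.

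Expression of the drug targets was examined next. Hdac6 (chromosome X, 7930120 to 7947889, GRCm38) reached 4.37 ± 0.516 TPM in HFpEF+Veh (SD, n = 8) and 3.43 ± 0.448 TPM in non_failing hearts (SD, n = 8). On TMM-scaled counts the log2 fold change was 0.22 (SE 0.11, adjusted p 0.339, higher in 7 of 8), smaller than the TPM means give. Hdac6 did not differ between HFpEF+TYA-018 and HFpEF+Veh, with a log2 fold change of -0.01 (adjusted p 0.974, lower in 6 of 11), or between HFpEF+SGLT2i and HFpEF+Veh, with 0.07 (adjusted p 0.871, higher in 7 of 11). The sign for HFpEF+TYA-018 had no support, since it turned positive with a length offset and in 7 of the 38 fits that left out 1 library, up to 0.03 without V2526. The sign for HFpEF+SGLT2i turned negative with library size alone as the scaling, with limma on log2(TPM + 1), and with V2523 and V2532 left out together, at most to -0.01. Slc5a2, which encodes SGLT2, had a count in 11 libraries, at most 4 counts and above 3 in 1 library, so no difference was detectable at this depth.

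The effect of the model was assessed by comparing HFpEF+Veh with non_failing hearts. Of 13765 genes tested, 433 were called, 243 higher and 190 lower, and 2185 had an unadjusted p under 0.05. Without V2523 the number rose to 620, with 281 higher and 339 lower, and 390 genes were shared with the full set. Without V2504 it fell to 289. The alternative that moved the number most left out V2523 and V2532 together, chosen after these libraries had been seen, and gave 916. Scaling by library size alone gave 477 genes with 79.5% higher, and limma on log2(TPM + 1) gave 70.7% higher, against 56.1% here.

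**Figure D2:**
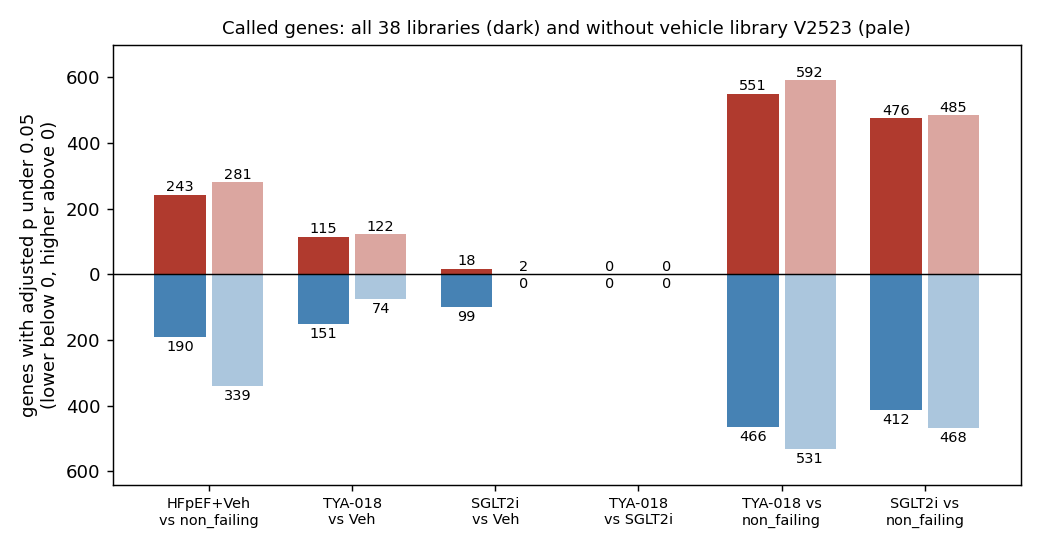
Number of genes called at an adjusted p under 0.05 in 6 comparisons, higher above and lower below the axis, with all 38 libraries (dark) and without V2523 (pale). The comparison of HFpEF+SGLT2i with HFpEF+Veh fell from 117 to 2 genes without that library.

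Fbp2 and Dbi were among the higher genes with the smallest p. Fbp2 (chromosome 13, 62836877 to 62858422), a muscle fructose bisphosphatase, rose from 10.4 ± 2.16 to 24.3 ± 3.86 TPM (SD, n = 8 each), with a log2 fold change of 1.15 (SE 0.11, edgeR adjusted p 1.34e-08). Dbi (chromosome 1, 120113280 to 120121078), an acyl-CoA binding protein, rose from 171 ± 14.4 to 314 ± 54.8 TPM, with a log2 fold change of 0.81 (SE 0.08, adjusted p 1.36e-08). The lower genes were Scgb1c1 (chromosome 7, 140845547 to 140846769), from 27.1 ± 7.03 to 6.66 ± 1.78 TPM and a log2 fold change of -2.11 (SE 0.19, adjusted p 2.09e-09), Gcat (chromosome 15, 79030874 to 79038353), with -1.15 (SE 0.11, adjusted p 1.34e-08), and Tnnt1 (chromosome 7, 4504570 to 4516382), with -0.81 (SE 0.09, adjusted p 4.56e-08). Each of these 5 genes moved in its direction in 8 of 8 vehicle hearts and was called in all 38 fits that left out 1 library. All 5 are annotated as protein-coding, and the coordinates span the whole gene.

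The lists of genes the study displayed were then examined, which it chose on these samples, so that counts adjusted over the list alone are not independent evidence. Of 12 fibrosis genes 11 could be tested, and all 11 were higher in HFpEF+Veh than in non_failing hearts under each scaling. Of these, 2 were called over all genes and 7 adjusted over the list alone, a number that ran from 4 without V2523 to 10 without V2510. Mmp2 was among the called genes, with a log2 fold change of 0.43 (SE 0.10, adjusted p 0.00718, higher in 8 of 8). All 8 mitochondrial and glucose transport genes were lower, 2 of them called and 2 adjusted over the list alone. These were Ndufa12, at -0.33 (SE 0.08, adjusted p 0.0118, lower in 8 of 8), and Slc2a4, at -0.38 (SE 0.11, adjusted p 0.0486, lower in 8 of 8), which encodes the glucose transporter GLUT4. Slc2a4 was called in only 14 of the 38 fits that left out 1 library, with an adjusted p up to 0.127 without V2501, which left 1 called gene. Without V2523, 4 were called over the list alone. Of the 5 fibrosis genes discussed in the text of the study, all were higher, 3 called and 4 adjusted over the list alone. Lum rose by 0.86 (SE 0.17, adjusted p 0.00190) and Pdgfra by 0.33 (SE 0.08, adjusted p 0.0123), each in 8 of 8, while Timp1, at 1.15 (SE 0.34), had an adjusted p of 0.0530. The 4 electron transport genes of the text (Atp5h, Atp5o, Atp5j and Ndufa5) were lower, none called, 1 with an unadjusted p under 0.05, and 1 adjusted over the list alone, which was 0 without V2501. The alternative that moved these lists most was limma on log2(TPM + 1), with 4 fibrosis genes called and 1 mitochondrial gene.

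Cardiac stress markers gave a mixed picture. Nppb, the natriuretic peptide BNP, was higher in 8 of 8 vehicle hearts, at 440 ± 103 against 275 ± 84.6 TPM (SD, n = 8 each) and a log2 fold change of 0.58 (SE 0.24), with an edgeR adjusted p of 0.207. Col3a1 had a log2 fold change of 0.14 (SE 0.19, adjusted p 0.756, higher in 5 of 8). Of this pair of markers, 0 were called and 1 was called when adjusted over the list alone, with 1 at an unadjusted p under 0.05. The 5 stress genes of the cardiomyocyte subcluster were all higher, with 1 called and 3 adjusted over the list alone. The called gene was Abra, at 1.06 (SE 0.23, adjusted p 0.00633, higher in 8 of 8), and 2 were called without V2501.

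**Figure D3:**
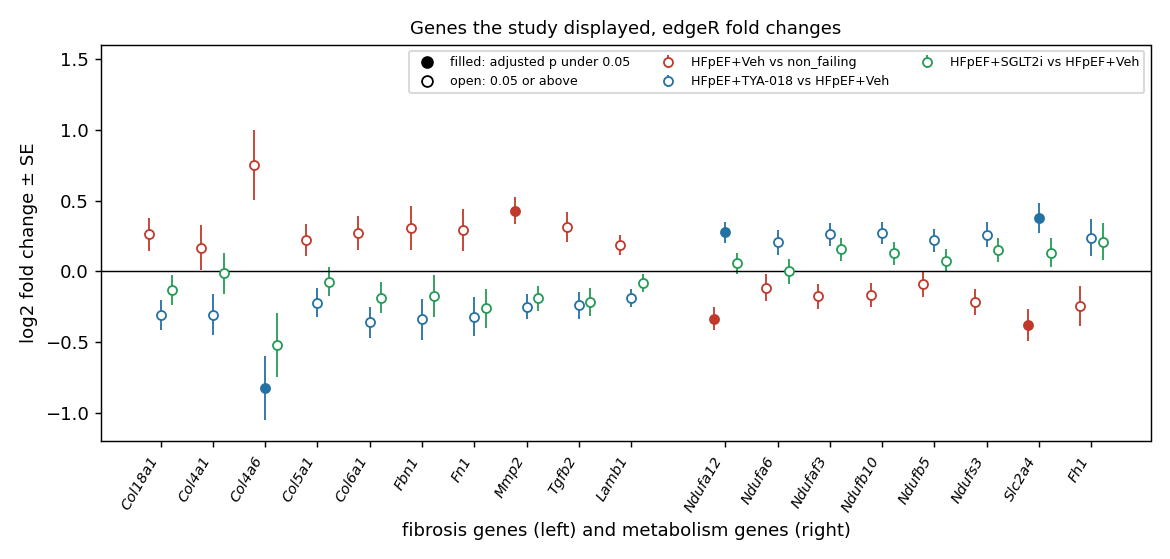
Log2 fold change with SE of 10 of the 11 tested fibrosis genes and of 8 metabolism genes in 3 comparisons, filled where the adjusted p was under 0.05. In HFpEF+Veh against non_failing hearts the 10 lie above and the 8 below 0, and in HFpEF+TYA-018 against HFpEF+Veh the filled points are Col4a6, Ndufa12 and Slc2a4.

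Gene set enrichment was run on 13 sets in 4 comparisons, with a false discovery rate of 0.25 as the threshold. Apart from the ribosomal sets, they follow pathways the study discussed with results of these libraries in hand, so they are not an independent choice. In HFpEF+Veh against non_failing hearts all 13 sets passed, 6 higher and 7 lower. The highest normalised enrichment score was 2.64 for extracellular matrix organization (adjusted p 1.95e-11), followed by 2.51 for fatty acid oxidation (adjusted p 1.02e-08) and 2.32 for collagen formation (adjusted p 2.04e-07). Branched chain amino acid catabolism reached -2.43 (adjusted p 6.25e-07), mitochondrial ribosomal proteins -2.37 (adjusted p 1.98e-08) and oxidative phosphorylation -2.28 (adjusted p 2.47e-07). Enrichment treats genes as independent, so the set scores were also compared by exact permutation of mice. There 12 sets passed an adjusted p of 0.25 and 3 passed 0.05. The matrix score was higher by 0.32 log2 units (adjusted p 0.0350, higher in 8 of 8), that of fatty acid oxidation by 0.28 (adjusted p 0.0350, 8 of 8) and that of collagen formation by 0.19 (adjusted p 0.0350, 7 of 8). The oxidative phosphorylation score fell by 0.11 in 8 of 8 hearts (adjusted p 0.0995). The set of cytosolic ribosomal proteins, with a score of 2.06 by enrichment, did not pass by permutation (adjusted p 0.485). Permutation without V2523, chosen after that library had been seen, passed 12 sets, with an adjusted p of 0.0242 for the matrix, 0.0626 for fatty acid oxidation and 0.0354 for collagen formation. The alternative that moved these results most was camera with an estimated correlation, under which 0 sets passed, against 12 with fry. Leaving out any library kept all 13, a number that random splits of the libraries also reached.

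**Figure D4:**
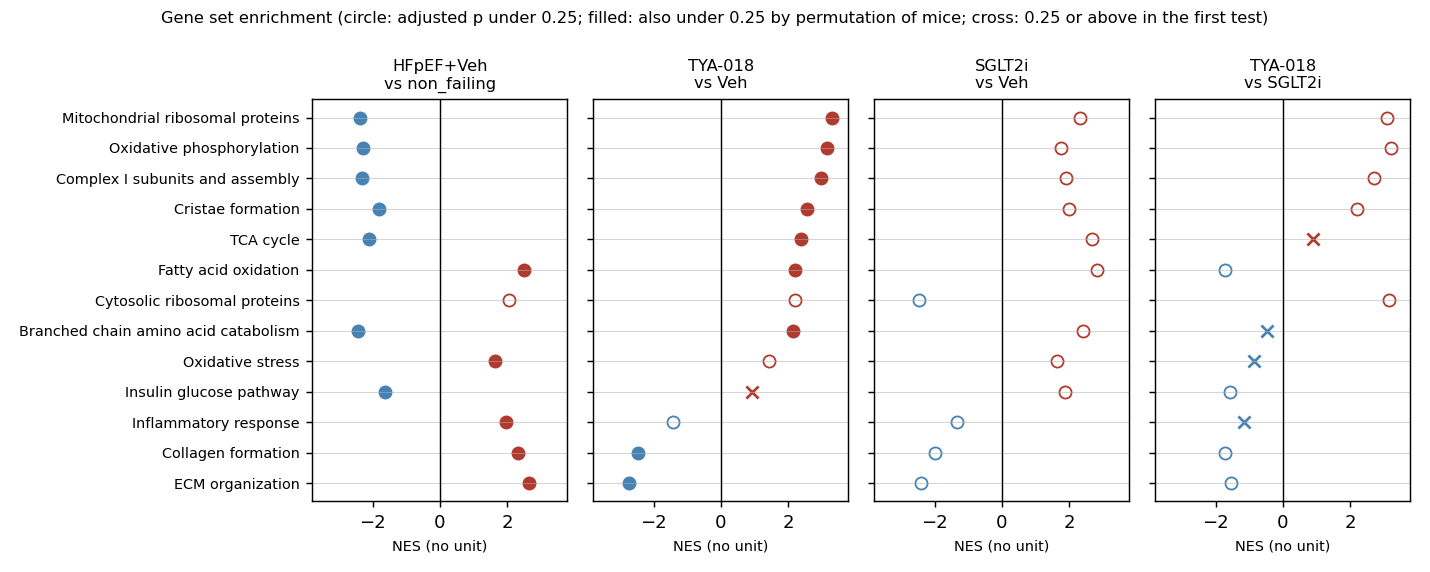
Normalised enrichment scores of 13 gene sets in 4 comparisons, with circles for sets under an adjusted p of 0.25, filled where permutation of mice also passed, and crosses for the rest. Filled circles appear for 12 sets in HFpEF+Veh against non_failing and 9 sets in HFpEF+TYA-018 against HFpEF+Veh, and for 0 sets in the other two comparisons.

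HFpEF+TYA-018 was compared with HFpEF+Veh to find what HDAC6 inhibition changed. Of 13765 genes 266 were called, 115 higher and 151 lower, with 2404 at an unadjusted p under 0.05. Without V2523 there were 196, with 122 higher and 74 lower, and 130 of them were among the 266. Leaving out V2530 gave 167 genes and V2570 gave 393, while V2547 gave 177. The number depended strongly on the model. A surrogate variable raised it to 1315, and a model of only the 2 groups lowered it to 58. With library size alone as the scaling 1096 genes were called, only 2.28% of them higher against 43.2% here. That scaling moved the median of all genes by -0.13 log2 units, and changes below are relative to TMM scaling. The higher genes with the smallest p were Slc46a3 (chromosome 5, 147878437 to 147894815), a lysosomal transporter, at 8.46 ± 1.83 against 5.32 ± 0.497 TPM (SD, n = 11 and 8) and a log2 fold change of 0.76 (SE 0.13, adjusted p 0.000522), Ano4 (chromosome 10, 88948994 to 89344762), at 1.05 (SE 0.19, adjusted p 0.00114), and the tubulin gene Tubb4b (chromosome 2, 25222160 to 25224702), at 129 ± 17.8 against 104 ± 14.5 TPM and 0.46 (SE 0.08, adjusted p 0.00120). All were higher in 11 of 11 and were called in all 38 fits that left out 1 library. Tubb4b was not called with limma on log2(TPM + 1). The lower genes with the smallest p were Mup20 (chromosome 4, 62050234 to 62054158), Serpina1c (chromosome 12, 103894926 to 103904887) and Apoa1 (chromosome 9, 46228580 to 46230466), which are expressed in liver. Their fitted log2 fold changes of -8.43, -7.82 and -6.45 (adjusted p 0.000522 each, lower in 11 of 11) rested on V2523, which held 255, 146 and 112 CPM against at most 1.94, 4.05 and 5.08 CPM in the other vehicle libraries. Without it they were -2.90, -3.52 and -3.04 (adjusted p 0.0390, 0.0300 and 0.0268).

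All 11 fibrosis genes were lower in HFpEF+TYA-018 than in HFpEF+Veh under each scaling, with 1 called and 11 adjusted over the list alone. The called gene was Col4a6, at -0.82 (SE 0.23, adjusted p 0.0472, lower in 11 of 11), which kept its call in 12 of the 38 fits that left out 1 library. The number over the list alone fell to 5 without V2530 and the number called ran from 0, as without V2503, to 2 without V2550. All 8 mitochondrial and glucose transport genes were higher, 2 called and 7 adjusted over the list alone. Ndufa12 rose by 0.27 (SE 0.07, adjusted p 0.0404, higher in 10 of 11) and was called in 28 of the 38 fits, and Slc2a4 rose by 0.38 (SE 0.10, adjusted p 0.0462, higher in 11 of 11) and was called in 15. The number called ran from 0, as without V2523, to 3 without V2501. Of the fibrosis genes in the text of the study 4 of 5 were lower and 0 called, with 1 adjusted over the list alone and 3 at an unadjusted p under 0.05. That count was 0 without V2521 and 3 without V2526, and library size alone made all 5 lower. Lum fell by 0.32 (adjusted p 0.268) and Timp1 rose by 0.02. The 4 electron transport genes of the text were higher, at 0.18 to 0.21, and 0 were called, with 2 adjusted over the list alone and 3 at an unadjusted p under 0.05. That count was 0 without V2529 and 4 without V2526. Nppb fell by 0.86 on the log2 scale (SE 0.22, adjusted p 0.0300, lower in 11 of 11), from 440 ± 103 to 222 ± 78.7 TPM (SD, n = 8 and 11). It lost its call without V2528, V2530, V2551 or V2552, with adjusted p-values of 0.0741, 0.0778, 0.0509 and 0.0554. Col3a1 fell by 0.43 (adjusted p 0.180, lower in 9 of 11). Of these 2 markers 1 was called and 2 adjusted over the list alone. All 5 stress genes of the cardiomyocyte subcluster were lower, with 1 called, which was Nppb, and 2 adjusted over the list alone, and with 0 called without V2528 and 2 without V2521.

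In gene set enrichment 12 sets passed for this comparison, 9 higher and 3 lower. Mitochondrial ribosomal proteins reached 3.31 (adjusted p 8.12e-25), oxidative phosphorylation 3.15 (adjusted p 6.29e-22) and complex I 2.99, while extracellular matrix organization reached -2.74 and collagen formation -2.47. By exact permutation of mice 9 sets passed 0.25 and 6 passed 0.05, over sets that were not chosen independently of these libraries. The scores of mitochondrial ribosomal proteins (0.21, higher in 11 of 11), oxidative phosphorylation (0.20, 10 of 11) and complex I (0.19, 10 of 11) each had an adjusted p of 0.00980. Cristae formation had an adjusted p of 0.0223 (10 of 11), and the matrix score fell by 0.24 (adjusted p 0.0225, lower in 10 of 11) and that of collagen by 0.22 (adjusted p 0.0187, lower in 10 of 11). Permutation without V2523 passed 10, with an adjusted p of 0.00803 for oxidative phosphorylation and 0.0148 for the matrix. With an estimated correlation camera called 6 sets and fry 10. Cytosolic ribosomal proteins passed by enrichment (2.20) but not by permutation (adjusted p 0.602), lost their call in 2 fits, with 0.54 without V2555, and with library size alone 73 of 81 genes of this set were lower in place of 13. That scaling also turned the insulin set from 12 to 24 of 33 genes lower and the oxidative stress set from 14 to 24 of 36. The inflammatory set (-1.44) lost its call without V2526, at -1.14, and the oxidative stress set (1.43) without V2555, at 1.09. The insulin set, at 0.94, was not called, passed without V2532 at 1.51 and turned to -0.91 without V2523.

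HFpEF+SGLT2i was compared with HFpEF+Veh as the reference treatment. Of 13765 genes 117 were called, 18 higher and 99 lower, and 1383 had an unadjusted p under 0.05. Without V2523 only 2 remained, Pdk4 at 1.00 (SE 0.18) and Ucp3 at 1.22 (SE 0.22), each with an adjusted p of 0.0264, while 1450 genes had an unadjusted p under 0.05. Leaving out V2532 gave 175. With limma on log2(TPM + 1) 0 genes were called, and with library size alone 149, only 2.68% of them higher against 15.4% here. Ucp3 (chromosome 7, 100472990 to 100486432), a mitochondrial carrier, rose from 12.5 ± 2.34 to 26.3 ± 6.71 TPM (SD, n = 8 and 11), with a log2 fold change of 1.17 (SE 0.21, adjusted p 0.00129, higher in 11 of 11). Pdk4 (chromosome 6, 5483351 to 5496309), a kinase that restrains pyruvate oxidation, rose from 126.3 ± 45.2 to 215 ± 67.5 TPM, with 0.86 (SE 0.18, adjusted p 0.00865, higher in 11 of 11). Tbx5 (chromosome 5, 119832668 to 119885219) rose from 2.18 ± 0.518 to 3.19 ± 0.840 TPM, with 0.64 (SE 0.13, adjusted p 0.00612, higher in 10 of 11), and was not called without V2523 (adjusted p 0.0721). The lower genes with the smallest p were again expressed in liver. Mup20 had a fitted log2 fold change of -8.15 and Gc (chromosome 5, 89417522 to 89457898) one of -7.33, each with an adjusted p of 0.00102 and lower in 11 of 11. Without V2523 these were -2.61 and -2.55, with adjusted p-values of 0.141 and 0.192. Mup11 (chromosome 4, 60658466 to 60662411) had at most 2 counts in any library of this group, below the limit of 0.136 CPM that 3 counts set, and its mean of 17.1 CPM in the vehicle group was made by 135 CPM in V2523. None of Mup20, Mup11 and Gc was called without V2523, and Mup genes share reads with close paralogs.

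All 11 fibrosis genes were lower in HFpEF+SGLT2i than in HFpEF+Veh under each scaling, with 0 called, 1 adjusted over the list alone and 4 at an unadjusted p under 0.05. The number over the list alone was 0 without V2523 and 2 without V2504, and 1 gene was called without V2562. The 8 mitochondrial and glucose transport genes were all higher, with 0 called, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and with library size alone 3 of the 8 were lower. In the text lists 3 of 5 fibrosis genes were lower, with 0 called, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05. Over the list alone 2 were called without V2527, and library size alone made 4 of the 5 lower. Lum fell by 0.39 (adjusted p 0.309). The 4 electron transport genes went both ways, from -0.06 to 0.07, with 0 called, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and library size alone made all 4 lower. Nppb fell by 0.69 (SE 0.22, adjusted p 0.156, lower in 11 of 11) and Col3a1 by 0.28 (adjusted p 0.612, lower in 8 of 11), so that of the 2 markers 0 were called, 1 adjusted over the list alone and 1 at an unadjusted p under 0.05. The 5 stress genes were lower, with 0 called, 1 adjusted over the list alone and 2 at an unadjusted p under 0.05, and the number over the list alone was 0 without V2528 and 3 without V2562. By enrichment 13 sets passed, 9 higher and 4 lower, led by fatty acid oxidation at 2.84 (adjusted p 2.14e-11), while the matrix set stood at -2.40 (adjusted p 6.27e-08). By exact permutation of mice 0 sets passed. The score of fatty acid oxidation was higher by 0.21 (p 0.0550, adjusted p 0.357, higher in 9 of 11) and the matrix score lower, at -0.22 (p 0.0388, adjusted p 0.357, lower in 9 of 11), and 1 set had an unadjusted p under 0.05. Without V2523, a test added after that library had been seen, 3 sets passed by permutation, fatty acid oxidation and oxidative stress higher and the matrix set lower, each with an adjusted p of 0.123, so the 0 above rests on that library. With an estimated correlation camera called 0 sets, and fry called 2, the matrix set and fatty acid oxidation. Library size alone, which shifted the median of all genes by -0.076 log2 units, turned the oxidative phosphorylation set from 29 to 50 of 81 genes lower, complex I from 12 to 26 of 50, mitochondrial ribosomal proteins from 13 to 40 of 77 and oxidative stress from 14 to 21 of 36. The inflammatory set lost its call in 4 of the 38 fits, reaching -1.03 without V2565.

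The drugs were compared directly, since a call under one drug only does not show that they differ. Of 13765 genes 0 were called, and 1821 had an unadjusted p under 0.05. The number reached 17 without V2570 and 9 without V2565. It was 1 without V2509 (Ptch1), V2548 (Rps19bp1), V2555 (Ano4) and V2559 (Ano4), genes named after their values were seen. It was 185 with the Wald test of DESeq2 and 543 with a surrogate variable, the alternative that moved it most. In the fibrosis list 11 of 11 genes were lower with TYA-018, with 0 called, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05, and with a length offset only 9 were lower. All 8 mitochondrial and glucose transport genes were higher, with 0 called, 3 adjusted over the list alone and 3 at an unadjusted p under 0.05. That number was 0 without V2571 and 5 without V2570. By enrichment 9 sets passed, 5 higher and 4 lower, with 3.21 for oxidative phosphorylation (adjusted p 8.37e-24), 3.16 for cytosolic and 3.09 for mitochondrial ribosomal proteins, 2.72 for complex I and 2.20 for cristae formation, and with -1.73 for fatty acid oxidation, -1.72 for collagen formation, -1.58 for the insulin set and -1.53 for the matrix set. By permutation of mice 0 sets passed. The score of oxidative phosphorylation was higher with TYA-018 by 0.13 (permutation p 0.0604, higher in 9 of 11) and that of mitochondrial ribosomal proteins by 0.15 (permutation p 0.0340, higher in 9 of 11), the lowest adjusted p was 0.326, and 1 set had an unadjusted p under 0.05. With an estimated correlation camera called 0 sets and fry 5. The number of sets ran from 7 without V2562 to 11 without V2555. With the length trend removed cristae formation (1.05, adjusted p 0.490), the matrix set (-0.88, adjusted p 0.748) and the insulin set (-0.63, adjusted p 0.964) lost their calls, and collagen formation turned to 1.00. Fatty acid oxidation then reached -2.24 (adjusted p 3.95e-05), and branched chain amino acid catabolism (-1.38, adjusted p 0.135), the inflammatory set (-1.34, adjusted p 0.135), oxidative stress (-1.35, adjusted p 0.135) and the TCA cycle (-1.35, adjusted p 0.148) passed, all lower. Without V2562 fatty acid oxidation (-1.14) and the insulin set (-1.08) lost their calls, and without V2571 the matrix set did (-0.95). The sets that did not pass before this correction had no stable direction across fits without 1 library. Branched chain amino acid catabolism ran from -1.54 without V2571 to 0.93 without V2562, the TCA cycle from -0.98 without V2571 to 1.82 without V2562, oxidative stress, at -0.86, turned to 1.05 without V2571, and the inflammatory set, at -1.17, ran from -1.55 without V2555 to 1.37 without V2571.

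Treated hearts were also compared with non_failing hearts. HFpEF+TYA-018 differed in 1017 genes, 551 higher and 466 lower, and HFpEF+SGLT2i in 888, 476 higher and 412 lower. Without V2523 these were 1123 and 953. Without V2523 and V2532 together they were 1193 and 994, against 916 for HFpEF+Veh. The treated groups hold 11 mice and the vehicle group 8, so these numbers do not rank the groups by distance from non_failing. Library size alone left 28.5% of 904 called genes higher in HFpEF+TYA-018, and limma on log2(TPM + 1) 43.6%, against 54.2% here. The alternative that moved the numbers most was a surrogate variable, with 1913 and 1657. Of the 433 genes of the model, 223 were also called in HFpEF+TYA-018 against non_failing and 241 in HFpEF+SGLT2i against non_failing, all in the same direction. These comparisons share the non_failing libraries, which favours the same direction among all genes. Over 100 simulations of unchanged groups these pairs had the same sign in 66.9 to 68.9% and 67.2 to 69.3% of genes, against 68.6% and 74.0% here. The 266 genes of HFpEF+TYA-018 against HFpEF+Veh shared 39 with the model, all in the opposite direction, and the 117 genes of HFpEF+SGLT2i shared 18, of which 16 went in the opposite direction. The drugs shared 89 calls against vehicle, all in the same direction, and 76 of these were among the genes high in V2523. The comparisons against vehicle and the model use the same vehicle libraries, which alone favours opposite or equal directions. In 100 simulations of unchanged groups each of these pairs shared 0 calls. Those simulations hold no outlier library such as V2523, so they cannot show which of the shared calls rest on it. Across 13765 genes, which are not independent replicates, the fold changes of the model and of TYA-018 correlated with r = -0.190, while 100 simulations of unchanged groups gave a mean of -0.539 (-0.573 to -0.503). Disjoint parts of the vehicle group gave a mean of 0.0992, and -0.102 without V2523 and the genes high in it. For HFpEF+SGLT2i the values were -0.192, -0.535 in simulations, 0.120 with disjoint parts and -0.0842 without V2523. The drugs correlated with r = 0.651, against a simulated mean of 0.577 (0.534 to 0.631), and with 0.154 over disjoint parts. Leaving out V2523 and its genes as well gave 0.141, the largest move of a correlation under an alternative. For the model and TYA-018 the largest came over the 433 genes called in the model, with -0.547, and with -0.349 over disjoint parts. The 433 genes were called with all vehicle libraries, so their choice still ties the parts together. Fold changes of the model and of the comparison between the drugs had r = -0.0176 (permutation p 0.903), against -0.00539 in simulations. That value changed sign in 9 of 38 fits, from -0.0574 without V2564 to 0.0451 without V2571. Without V2523 the first correlation was -0.299, and the second was -0.317 without V2532.

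The HFpEF score measures how far each heart lies from non_failing (0) towards HFpEF+Veh (1). The score was 0 ± 0.260 in non_failing (SD, n = 8) and 1 ± 0.831 in HFpEF+Veh hearts (SD, n = 8), and 7 vehicle hearts lay above the highest non_failing heart (exact permutation p 0.00761, two-sided). V2523 lay at -0.912 and the next lowest vehicle heart at 0.596. Treated hearts scored 1.36 ± 0.156 with TYA-018 (SD, n = 11) and 1.40 ± 0.222 with empagliflozin (SD, n = 11). The differences from vehicle, 0.363 for TYA-018 (exact permutation p 0.138, adjusted p 0.207) and 0.399 for empagliflozin (exact permutation p 0.109, adjusted p 0.207), were within the spread between mice, as was that between the drugs, -0.0358 (permutation p 0.665). All 11 hearts of each treated group lay above the vehicle mean, which V2523 lowered. The alternative that moved this most left out V2523 and its genes, chosen after that library had been seen. Vehicle hearts then had an SD of 0.332 (n = 7), and scores were 0.824 ± 0.189 with TYA-018 and 0.910 ± 0.292 with empagliflozin, differences of -0.176 (exact permutation p 0.167) and -0.0897 (exact permutation p 0.550). A score on log2(TPM + 1) gave -0.0656 for TYA-018 (exact permutation p 0.679). Leaving out V2527, V2529 or V2530 brought the difference under 0.05 for both drugs, at 0.515, 0.491 and 0.503 for TYA-018 (exact permutation p 0.0366, 0.0415 and 0.0343) and 0.564, 0.550 and 0.570 for empagliflozin (exact permutation p 0.0300, 0.0294 and 0.0189). Leaving out V2523 alone gave 0.109 and 0.132. The difference between the drugs turned positive without V2571 (0.00617) and V2532 (0.00189).

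**Figure D5:**
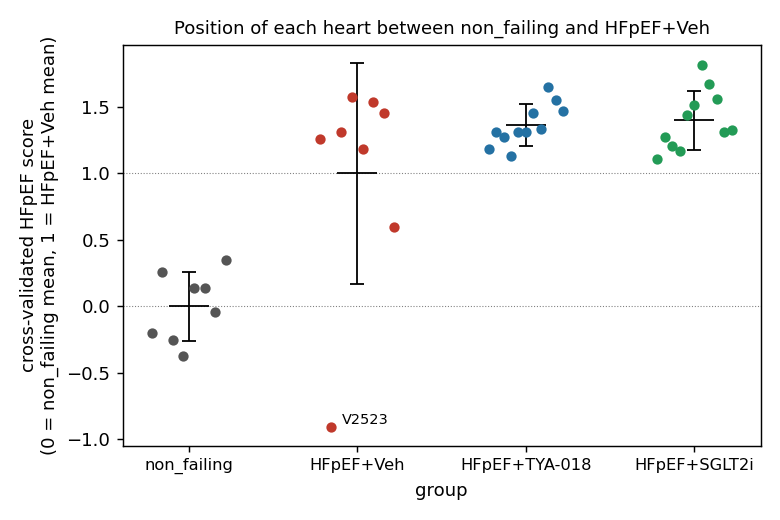
HFpEF score of each heart by group, in units of the distance from the non_failing mean (0) to the HFpEF+Veh mean (1), with bars for the mean and SD. V2523 lies at -0.912, below every other vehicle heart, and treated hearts average 1.36 and 1.40.

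Marker lists were used to look for shifts in the makeup of the samples. Called genes of these lists are named after their values were seen. In HFpEF+Veh against non_failing hearts 14 of 16 cardiomyocyte genes were lower, with 4 called (Tnnt2, Tnni3, Myl2 and Myl3) and 7 adjusted over the list alone. Of 12 fibroblast genes 11 were higher, with 3 called (Pdgfra, Lum and Mfap4) and 6 adjusted over the list alone, which was 3 without V2530, and the list shares 2 genes with the fibrosis genes of the study's text. Of 12 macrophage genes all were higher, with 0 called, 2 adjusted over the list alone and 2 at an unadjusted p under 0.05. That number over the list alone was 0 without V2501, and 1 gene was called without V2532. Of 12 endothelial genes 10 were higher, with 0 called, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. Of 10 genes of pericytes and smooth muscle 6 were higher, with 2 called, both lower (Rgs5 and Abcc9), and 3 adjusted over the list alone, and 0 called without V2503. Every gene of these 5 lists had a median of at least 1 CPM in this tissue. Of the 12 white adipocyte genes only 5 did and 6 were tested, with 5 lower, 2 called (Scd1 and Lpl) and 5 adjusted over the list alone, and 0 called without V2501. Of 8 brown adipocyte genes 5 were tested, with 3 higher, 2 called (Cidea and Dio2) and 3 adjusted over the list alone. Of 8 atrial genes 7 were tested, with 4 higher, 2 called (Bmp10 and Dkk3) and 3 adjusted over the list alone, and 1 called without V2503. All 8 erythrocyte genes were higher, with 0 called, 8 adjusted over the list alone and 8 at an unadjusted p under 0.05. Over the list alone 0 were called without V2529, while 5 were called over all genes without V2532. The 8 genes of B cells split evenly, with 0 called, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Of 16 clock genes 13 were lower, with 0 called, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05, and 2 over the list alone without V2532. Of 14 immediate early genes 10 were higher, with 0 called, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. The 4 Y-linked genes were lower, with 0 called, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05, and 2 over the list alone without V2532. Of 18 ketone and PPARA targets 15 were tested, with 12 higher, 8 called and 10 adjusted over the list alone, and 5 called without V2502. These directions held under each scaling.

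Lists from other tissues depended on single libraries in the comparisons that include HFpEF+Veh. Only 3 of the 26 hepatocyte genes had a median of at least 1 CPM. In HFpEF+Veh against non_failing hearts 22 of the 26 were higher, with 1 called (Hpx) and 1 adjusted over the list alone, but without V2523 all 26 were lower, with 22 called and 25 adjusted over the list alone. All 26 were lower and called under each drug against vehicle, and without V2523 the calls were 3 with TYA-018 and 0 with empagliflozin, with 20 and 12 adjusted over the list alone. Against non_failing hearts 26 were lower in both treated groups, with 23 called for TYA-018 and 22 for empagliflozin. Without V2523 these calls were 26 and 25. Skeletal muscle and fast skeletal muscle lists of 10 genes each, which share 8, had 3 and 2 genes with a median of at least 1 CPM, and 5 of each were tested. In HFpEF+Veh against non_failing hearts 4 skeletal muscle genes were higher, with 2 called (Acta1 and Tnnt3) and 2 adjusted over the list alone, and 1 called without V2504. All 5 fast muscle genes were higher, with 2 called (Tnnt3 and Atp2a1) and 2 adjusted over the list alone, of which 0 were called without V2504 and 0 over the list alone without V2532. Under both drugs the 5 were lower, with 2 called for TYA-018 and 3 for empagliflozin (Tnni2 in addition), but 0 for TYA-018 without V2532 and 0 for empagliflozin without V2523. Over the list alone 5 and 4 were called, and 0 without V2532 in both.

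Ketone and PPARA targets were higher under both drugs than with vehicle. With empagliflozin 15 of 15 were higher, with 2 called (Pdk4 and Ucp3) and 10 adjusted over the list alone, and with TYA-018 13 of 15, with 1 called (Ucp3) and 2 adjusted over the list alone, of which 0 were called without V2521 and 6 over the list alone without V2523. Between the drugs 12 were lower with TYA-018, with 0 called, 3 adjusted over the list alone and 7 at an unadjusted p under 0.05, and the number over the list alone ran from 1 without V2563 to 5 without V2562. Fibroblast genes were lower in 12 of 12 with TYA-018 and 11 of 12 with empagliflozin, with 0 called in either, 1 and 0 adjusted over the list alone, and 4 and 5 at an unadjusted p under 0.05. Over the list alone 8 were called for TYA-018 without V2570 and 0 without V2530, and 5 for empagliflozin without V2526. For TYA-018 1 was called over all genes without V2523. Cardiomyocyte genes were higher in 13 of 16 with each drug under TMM, with 0 called, 0 adjusted over the list alone and 6 and 0 at an unadjusted p under 0.05, but library size alone left 8 of 16 higher with TYA-018 and 6 with empagliflozin. For TYA-018 3 were called over the list alone without V2543. Immediate early genes were lower in 13 of 14 with each drug, with 0 called, 0 adjusted over the list alone with TYA-018 and 4 with empagliflozin, and 3 and 4 at an unadjusted p under 0.05. Over the list alone 3 were called with TYA-018 without V2559, and over all genes 4 with empagliflozin without V2571. Erythrocyte genes were lower in 7 of 8 with empagliflozin, with 0 called, 3 adjusted over the list alone and 5 at an unadjusted p under 0.05, where the number over the list alone ran from 0 without V2526 to 8 without V2571.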

Values the study reported

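The study reported an average depth of 99.86 M reads per library for its bulk RNA-seq of mouse hearts. It took gene sets as significant at a false discovery rate below 0.25. The paper gives a daily oral treatment of 9 weeks with either drug or vehicle, begun once HFpEF was established. The title of the deposited data gives another length of treatment. In public data from human hearts with HFpEF, the study found HDAC6 mRNA 7.4% above controls, a difference it described as not significant. By Western blot it reported more HDAC6 protein in hearts of both its mouse models, that of high-fat diet with L-NAME among them. RNA-seq does not measure protein, so the Hdac6 mRNA values above do not test that result. For the L-NAME model it also reported significantly higher Nppb and Col3a1 mRNA.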

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

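The tests for liver RNA in V2523 and for skeletal muscle RNA in V2532 were chosen only after the results were seen. Values were examined for a single library far from the rest of its group, in the groups of 8. The measure is the gap to the nearest library divided by the range of the group. Of 88 values 13 exceeded the 95% limit for 8 samples, where chance alone gives 4.4, and they come from 5 libraries.

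V2523 lay far above the other vehicle libraries in 5 liver genes, with a gap of 0.797 of the range for Mup20 (8.31 against 1.84 on the log2(TPM + 1) scale for the next library), 0.722 for Serpina1c (6.50 against 1.85), 0.662 for Apoa1 (6.41 against 2.32), 0.780 for Mup11 (7.44 against 1.64) and 0.845 for Gc (6.04 against 0.95). Its HFpEF score was the lowest of the group, with a gap of 0.606 (-0.912 against 0.596). These genes had been chosen for their change against vehicle, so their gaps are not independent of one another. Liver RNA in this sample is a candidate explanation: all 26 hepatocyte genes, Alb among them at 1141 CPM, were higher in V2523 than in every other vehicle library. Reads shared between Mup paralogs do not reach Alb, Apoa1 or Gc. Whether that RNA came from tissue carried over at dissection, from another library or from the blood was not tested, and no biological explanation was tested, since nothing in the design sets this mouse apart.

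V2532 was the deepest vehicle library, at 57.7 M counts against 34.0 M for the next (gap 0.737), and had the highest score of the insulin set, 5.31 against 4.95 (gap 0.606). Skeletal muscle RNA may contribute to this library: 9 of the 10 genes of the fast muscle list were highest of all 38 libraries in V2532, with Myh4 at 69.3 CPM against at most 1.48 CPM elsewhere. Whether it explains the insulin score was not tested, and depth is scaled out of that score. No biological explanation was tested.

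V2507 was the non_failing library with the highest share of mitochondrially encoded counts, 37.8% against 32.8% for the next (gap 0.659), and with the lowest Fbp2 (2.85 against 3.35 on the log2(TPM + 1) scale, gap 0.536) and Tnnt1 (3.16 against 3.45, gap 0.593). As a share of TPM, mitochondrially encoded transcripts took 39.9% in V2507 and 39.4% in V2503, so in that unit they barely set V2507 apart. A large share taken by a few genes lowers all other TPM values alike, which was not separated here from a difference of this mouse. V2508 was the deepest non_failing library, at 48.3 M counts against 34.4 M (gap 0.661), and V2530 had the highest matrix score among vehicle hearts, 4.99 against 4.56 (gap 0.598). No technical explanation of these values was tested, and no biological explanation was tested, since all 3 libraries differ from their groups in nothing the labels give.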

How the results depend on the processing

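Alternatives were chosen in advance except for those without a single library for gene sets, lists, correlations, scores and the mitochondrial share, a robust fit, V2523 and V2532 left out together, the hepatocyte genes left out with V2523, permutation of set scores without V2523, Spearman's rho with disjoint parts, and correlations and scores without V2523 and its genes, which were added after the data had been seen. No paired analysis was possible because the mouse numbers differ in every group. For each alternative below, the cause was not tested unless one is given.

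Numbers of called genes moved by more than 1.5 times under these settings. A surrogate variable gave 706 in HFpEF+Veh against non_failing, 1315 in HFpEF+TYA-018 against HFpEF+Veh, 543 between the drugs, 1913 in HFpEF+TYA-018 against non_failing and 1657 in HFpEF+SGLT2i against non_failing. It can absorb the axis of the first principal component. Limma on log2(TPM + 1) gave 42 for HFpEF+TYA-018 and 0 for HFpEF+SGLT2i against HFpEF+Veh, and 597 and 527 against non_failing. Library size alone gave 1096 for HFpEF+TYA-018 against HFpEF+Veh. The Wald test of DESeq2 gave 402 for that comparison and 185 between the drugs. No filter on low counts gave 618 and 457 for TYA-018 and empagliflozin against vehicle. A model of only the 2 groups, with fewer samples to estimate the spread, gave 58 and 3 (Ucp3, Whrn and Wnk2). A length offset gave 5 between the drugs (Ano4, Igf1r, Ptch1, Ric1 and Wdr89). Without V2523 and V2532 together 916, 90 and 20 genes were called in HFpEF+Veh against non_failing and in TYA-018 and empagliflozin against vehicle. Without V2523 and the hepatocyte genes 2 were called for empagliflozin (Pdk4 and Ucp3). Genes in parentheses are named after their values were seen.

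Across the 38 fits that each left out 1 library the number of called genes ran from 289 to 620 in HFpEF+Veh against non_failing, from 167 to 393 in HFpEF+TYA-018 against HFpEF+Veh, from 2 to 175 in HFpEF+SGLT2i against HFpEF+Veh, from 0 to 17 between the drugs, from 736 to 1154 in HFpEF+TYA-018 against non_failing and from 701 to 988 in HFpEF+SGLT2i against non_failing. The low of 2 came without V2523, where the liver genes lose their calls.

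Named genes kept their direction except Mup11 and Hdac6. With V2523 and V2532 left out Mup11 in HFpEF+SGLT2i against HFpEF+Veh turned to 1.22, with counts at the floor. Hdac6 turned to 0.00144 under the length offset in HFpEF+TYA-018 against HFpEF+Veh, and in HFpEF+SGLT2i against HFpEF+Veh to -0.00505 under library size alone, -0.00402 under limma and -0.00933 without V2523 and V2532. It ran from -0.0715 (without V2550) to 0.0267 (without V2526) for TYA-018 across the fits without 1 library.

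In tests of gene sets camera with an estimated correlation called 0, 6, 0 and 0 sets in HFpEF+Veh against non_failing, each drug against vehicle (TYA-018 first) and between the drugs. Fry called 2 for empagliflozin and 5 between the drugs. Permutation of mice called 0 and 0 there, and 3 for empagliflozin without V2523. In HFpEF+TYA-018 against HFpEF+Veh cytosolic ribosomal proteins turned to -0.83 with limma and -1.90 with the length trend removed, the insulin set to -0.93 and oxidative stress to -0.84 with limma. Between the drugs the directions of branched chain amino acid catabolism and oxidative stress turned with camera and fry, where neither set passed, with an adjusted p of 0.922 at the preset correlation, 0.962 at an estimated one and 0.982 with fry for each. Collagen formation turned to 1.00 and the TCA cycle to -1.35 with the length trend removed. Across fits without 1 library the number of sets ran from 13 to 13, 10 to 12, 12 to 13 and 7 to 11. Between the drugs the scores ran from -1.54 to 0.93 for branched chain amino acid catabolism, -0.98 to 1.82 for the TCA cycle, -1.55 to 1.37 for inflammation and -1.22 to 1.05 for oxidative stress, and the insulin set of TYA-018 ran from -0.91 to 1.51.

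In the study's lists the adjustment over the list alone raised the called fibrosis genes to 7 in HFpEF+Veh, 11 in HFpEF+TYA-018 and 1 in HFpEF+SGLT2i, and the mitochondrial genes to 7 in HFpEF+TYA-018, since fewer genes are tested. Limma gave 4 fibrosis genes and 1 mitochondrial gene in HFpEF+Veh, and 0 mitochondrial genes in HFpEF+TYA-018. Across fits without 1 library the number of called fibrosis genes ran from 2 to 3, 0 to 2 and 0 to 1 in these comparisons, and that of mitochondrial genes from 1 to 2, 0 to 3 and 0 to 0.

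Correlations across genes changed with disjoint parts of the vehicle group to 0.0992 for the model and TYA-018, 0.120 for the model and empagliflozin and 0.154 for the drugs, since shared libraries no longer enter both fold changes. Over called genes they were -0.547, -0.457, 0.845 and, for the model and the comparison of the drugs, -0.245. Over the same genes with disjoint parts they were -0.349, -0.253, 0.375 and -0.238, where the choice of genes still rests on all vehicle libraries. Spearman's rho was -0.368, -0.348 and, in the last, -0.0879, and with disjoint parts -0.0842 for the first, -0.0240 for the second and 0.165 for the third. Without V2523 and its genes the third was 0.141. Across fits without 1 library they ran from -0.299 to -0.163, -0.317 to -0.156, 0.620 to 0.699 and -0.0574 to 0.0451.

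The HFpEF score difference for TYA-018 turned to -0.0656 on log2(TPM + 1), and without V2523 and its genes the differences were -0.176 and -0.0897. Across fits without 1 library they ran from 0.109 to 0.515 for TYA-018, 0.132 to 0.570 for empagliflozin and -0.0734 to 0.00617 between the drugs. The mitochondrial share between the drugs turned to -0.451 percentage points of TPM. Without 1 library the 6 differences ran from -1.55 to -0.137, 1.16 to 2.28, 0.770 to 2.07, -0.205 to 0.841, 0.322 to 1.47 and -0.111 to 1.27 percentage points.

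Of values that summarise a comparison 101 held under an alternative, 48 moved and 6 reversed, and of values of single genes and sets 649 held, 140 were weaker, 6 stronger and 17 reversed. In fits without 1 library these were 878 held, 85 moved, 6 stronger and 19 reversed, and 3225 held, 103 weaker, 21 stronger and 33 reversed. Depth limits Slc5a2, with at most 4 counts in a library, and Mup11, with at most 2 in hearts given empagliflozin.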

Other observations

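Tests of liver RNA in non_failing hearts, of spill-over, of gene length in the drug comparisons, of the first principal component and of V2555, and the counts of splits for gene sets and without V2523, were chosen only after the results were seen, and thresholds of the clock and length tests were revised then.

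Labelled groups were compared with random splits of the same libraries, 100 per comparison with the real one included. As many called genes as in HFpEF+Veh against non_failing came from 2 of 100 splits, and from 1 of 100 without V2523, the real split alone. The other split gave 1759 genes, and 7 of the 8 libraries lowest on the first principal component lay on one side of it, so libraries parted along this component can yield more genes than the model. For HFpEF+TYA-018 against HFpEF+Veh the number was 1 of 100, also without V2523. For HFpEF+SGLT2i against HFpEF+Veh it was 1 of 100 with all libraries, where another split reached 101 genes against 117, but 7 of 100 without V2523, where the real split gave 2 genes and another 1750. The calls of this comparison without V2523 are thus not set apart from random splits by their number. It was 1 of 100 for HFpEF+TYA-018 against non_failing and 1 of 100 for HFpEF+SGLT2i against non_failing. Between the drugs all 100 splits gave at least the 0 genes of the real one. Gene sets were much less specific. As many sets passed in 4 of 100 splits for HFpEF+Veh against non_failing, 32 for HFpEF+TYA-018 against HFpEF+Veh, 9 for HFpEF+SGLT2i against HFpEF+Veh and 77 between the drugs. The number of sets that pass at a false discovery rate of 0.25 therefore separates only the first comparison from random splits.

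The first principal component spread libraries within every group. It ran from -38.6 (V2501) to 1.19 (V2502) in non_failing. In HFpEF+Veh it ran from 4.53 (V2521) to 30.6 (V2530), apart from V2523 at -54.5 and V2532 at -38.9. It therefore lay partly along the comparison of these groups. It went with the mean log2 effective transcript length of a library, with Pearson r = -0.770 (permutation p 1e-05, the smallest possible) and Spearman rho = -0.819 (permutation p 1e-05, the smallest possible) over 38 libraries, and r = -0.730 without the 2 libraries farthest on length, V2562 and V2532. Within groups, a family of 4 relations, r was -0.690 in non_failing (exact permutation p 0.0470, adjusted p 0.0470, rho -0.571), -0.887 in HFpEF+Veh (exact permutation p 0.00965, adjusted p 0.0129, rho -0.905), -0.929 in HFpEF+TYA-018 (permutation p 5e-05, adjusted p 0.000180, rho -0.927) and -0.923 in HFpEF+SGLT2i (permutation p 9e-05, adjusted p 0.000180, rho -0.873). In non_failing the Spearman rho had an exact permutation p of 0.151, so the relation in that group depended on the measure. RNA integrity or fragment length may underlie this component. The labels give neither, and effective length comes from the same reads.

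Gene length was tested as a cause of the shifts in mitochondrial and matrix sets, by removing a trend on length and mean expression from the fold changes. In HFpEF+Veh against non_failing the oxidative phosphorylation set stayed at -1.85 (adjusted p 0.000374) and the matrix set at 2.65, and cytosolic ribosomal proteins, which are short, stayed at 2.34 in the opposite direction to the mitochondrial sets. In HFpEF+TYA-018 against HFpEF+Veh oxidative phosphorylation fell from 3.15 to 1.88 (adjusted p 0.000342). Cytosolic ribosomal proteins turned there from 2.20 to a negative score, so length bears on this comparison. The length trend thus did not remove the whole enrichment score of oxidative phosphorylation in either comparison, or of the matrix set in the first. Scores with the trend removed were not compared by permuting mice, and random splits of these libraries passed a median of 10 of 13 sets. What remains can therefore not be told apart from other differences between libraries. A part played by length stays open. Between the drugs mitochondrial ribosomal proteins stayed at 2.46, so the trend did not remove that score either, with the same limit. Oxidative phosphorylation fell from 3.21 to 1.41 (adjusted p 0.116), under 0.25 and above 0.05, so that length and a drug effect cannot be told apart for that set. Complex I fell from 2.72 to 1.32 (adjusted p 0.135), and cristae formation, from 2.20 to 1.05 (adjusted p 0.490), no longer passed. The insulin and matrix sets no longer passed either, and collagen formation changed direction. Without V2555 the permutation p of the oxidative phosphorylation score between the drugs was 0.120 in place of 0.0604, with a difference of 0.107 in place of 0.134. Neither passes 0.05, which leaves open how far this library alone makes the difference. A difference between the drugs in these sets stays open as a biological explanation.

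A lower share of cardiomyocytes was tested for the model. Cardiomyocyte markers were lower by a score of -0.21 in HFpEF+Veh than in non_failing (exact permutation p 0.00979, adjusted p 0.107 over 11 tests), while fibroblast (0.31, exact permutation p 0.0194) and macrophage markers (0.27, exact permutation p 0.0326) were higher. Such a shift would raise all other cell types alike. Endothelial markers were higher by 0.098 (exact permutation p 0.346), and those of pericytes and smooth muscle did not move (0.00069, exact permutation p 0.994). The fibroblast score exceeded the endothelial score by 0.21 with an exact permutation p of 0.115, and that of pericytes by 0.31 with an exact permutation p of 0.0598 (adjusted p 0.165), the lowest of 6 such contrasts. Without V2523, a test added after that library had been seen, these were 0.20 (exact permutation p 0.169) and 0.30 (exact permutation p 0.0968). None passed 0.05, so a lower cardiomyocyte share and a change within cell types cannot be told apart at this number of mice.

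Liver transcripts were also found in non_failing hearts. Of 26 hepatocyte genes 18 were higher in every non_failing library than in each of the 22 treated libraries. Spill-over of reads from V2523 into all libraries alike would give a single level to all groups. The median Alb of non_failing was 59.6 times that of treated hearts (37.5 against 0.629 CPM), which argues against spill-over of that kind. The labels name no batch, so spill-over into the non_failing libraries alone cannot be excluded. A candidate explanation is liver RNA in the non_failing samples, from dissection or handling. An effect of the diet, L-NAME or treatment on low-level transcripts in heart or blood stays open and was not tested. Calls of liver genes in any comparison are best set aside.

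Fat tissue in the samples was tested as a source of adipocyte markers. Adipoq reached at most 0.394 CPM in any library, far below what adipose tissue would bring, while Lpl and Fabp4, which heart expresses, were abundant. Time of collection was tested with a score of clock phase, whose lowest p over 6 comparisons was 0.144 (exact permutation test, adjusted p 0.565, for a difference of -0.44 between HFpEF+TYA-018 and HFpEF+Veh). Single clock genes were called against non_failing hearts, named after their values were seen. With TYA-018 these were Nfil3, at 0.63 (adjusted p 0.0124, higher in 10 of 11), and Nr1d1, at -0.76 (adjusted p 0.0322, lower in 9 of 11), with 7 of 16 genes at an unadjusted p under 0.05, and only 1 was called without V2501. With empagliflozin it was Hlf, at -0.62 (adjusted p 0.0382, lower in 11 of 11), with 4 of 16 at an unadjusted p under 0.05, and 0 were called without V2507. The phase score did not differ there, at -0.032 and 0.043 (exact permutation p 0.922 and 0.897). With 8 mice in a group a shift of a few hours could pass unseen, so time of collection cannot be told apart from no shift here.

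Labels and data were at odds in several places. The labels say female, but Ddx3y was at no less than 17.8 CPM in any of the 38 libraries, which indicates that the mice were male. HFpEF+TYA-018 V2570 has a number inside the run of the HFpEF+SGLT2i mice. On an axis learned on the other libraries, from HFpEF+SGLT2i (0) to HFpEF+TYA-018 (1), it lay at 0.626. Only 18 of the 22 treated libraries lay nearer their own group on this axis, 9 in each group, so a mislabelled sample cannot be told apart from a correct label. It was kept as labelled.

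Libraries held 33.0 M counts on average. That is lower than the depth quoted from the study above. The quoted depth is in reads, of which a pair gives 1 count, and the labels and methods differ on pairing, so how far the depths differ is open.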
